# Effect of Sulforaphane and 5-Aza-2’-Deoxycytidine on Melanoma Cell Growth

**DOI:** 10.3390/medicines6030071

**Published:** 2019-06-27

**Authors:** Tung-chin Chiang, Brian Koss, L. Joseph Su, Charity L. Washam, Stephanie D. Byrum, Aaron Storey, Alan J. Tackett

**Keywords:** sulforaphane, epigenetic, 5-aza-2’-deoxycytine, melanoma

## Abstract

**Background:** UV exposure-induced oxidative stress is implicated as a driving mechanism for melanoma. Increased oxidative stress results in DNA damage and epigenetic dysregulation. Accordingly, we explored whether a low dose of the antioxidant sulforaphane (SFN) in combination with the epigenetic drug 5-aza-2’-deoxycytidine (DAC) could slow melanoma cell growth. SFN is a natural bioactivated product of the cruciferous family, while DAC is a DNA methyltransferase inhibitor. **Methods:** Melanoma cell growth characteristics, gene transcription profiles, and histone epigenetic modifications were measured after single and combination treatments with SFN and DAC. **Results:** We detected melanoma cell growth inhibition and specific changes in gene expression profiles upon combinational treatments with SFN and DAC, while no significant alterations in histone epigenetic modifications were observed. Dysregulated gene transcription of a key immunoregulator cytokine—C-C motif ligand 5 (CCL-5)—was validated. **Conclusions:** These results indicate a potential combinatorial effect of a dietary antioxidant and an FDA-approved epigenetic drug in controlling melanoma cell growth.

## 1. Introduction

While the incidence of certain cancer types has declined, the number of diagnosed melanoma cases has increased sharply over the past three decades [1,2]. Ultraviolet (UV) exposure is one of the most apparent risk factors for melanoma [3]. There are many types of photosensitizers, such as DNA, melanin, and tryptophan, that can receive UV energy and result in direct DNA damage and ROS accumulation [4,5,6]. UVB affects DNA by forming cyclobutane pyrimidine dimers (CPDs), which lead to DNA mutation [7]. UVA directly induces oxidative stress through the accumulation of 8-oxo-7,8-dihydroguanine (8-oxo-G) and other photoproducts [4]. UV also induces melanin synthesis [8]. There are two types of melanin, eumelanin, and pheomelanin. The ratio of the two types of melanin is dependent on the polymorphism of the melanocortin-1 receptor (MC1R) gene and results in differential pigmentation [6,9]. Synthesis of eumelanin leads to scavenges of reactive oxygen species (ROS) while the synthesis of pheomelanin leads to depletion of antioxidants and results in ROS accumulation [10,11,12]. This is in concert with the determination that people with pale skin and red hair have low eumelanin and high pheomelanin and are known to have a higher risk of melanoma [13]. Many studies have identified another photosensitizer, tryptophan, which utilizes the energy from UVA and UVB to form a tryptophan photoproduct, 6-formylindolo(3,2-b) carbazole (FICZ) [14,15]. FICZ has a high affinity to the aryl hydrocarbon receptor (AhR) and activates AhR response genes, including cyclooxygenase-2 (Cox2), a melanoma prognostic marker gene [16], and cytochrome P4501A1, which increases ROS accumulation [17]. It has been shown that UVB activates AhR responses that decrease the tumor suppressor gene p27 and impairs nucleotide excision repair (NER) resulting in DNA mutation [18]. In addition to UV exposure, other environmental factors such as cigarette smoking, environmental dioxin 2,3,7,8-tetrachlorodibenzo-p-dioxin (TCDD), and arsenic exposure also induce melanogenesis [3,19,20,21,22]. Accumulated ROS from UVA and UVB via different photosensitizers, as well as environmental exposures, have many impacts on cell growth and defense. These impacts include inhibition of p27, cell cycle regulation, increased cytokines, decreased antioxidant glutathione s-transferase, increased 8-oxoG, activation of mitogen-activated protein kinase/extracellular signal-regulated kinases1/2 (MAPK/ERK1/2), increased cell proliferation and decreased tumor suppressor gene p16 [5]. These findings support the fact that melanoma patients have a higher level of oxidative stress and that this stress is associated with the progression of the disease [23].

Studies have shown that environmental exposure-induced DNA damage and oxidative stress can also result in epigenetic changes [24,25,26,27]. Elevated ROS is associated with DNA methylation and histone post-translational modifications (PTMs) [25,26,27]. DNA hypermethylation at promoter CpG sites, especially at tumor suppressor gene promoters, is associated with silencing gene expression in a variety of cancers, including melanoma [28,29]. Many tumor suppressor genes related to cell cycle progression, DNA repair, and apoptosis are methylated in different stages of melanoma [5,24,30,31,32,33]. Whole genome DNA methylation profiles from advanced melanoma patients have uncovered a differential methylation pattern that is correlated with survival rates [34]. In addition to aberrant DNA methylation, histone PTMs play critical roles in cancer development independently, in combination with other histone PTMs, and interactively with DNA methylation [24]. Our lab identified the elevation of trimethylation of lysine 27 on histone H3 (H3K27me3) in metastatic melanoma relative to primary melanoma [35]. H3K27me3 is catalyzed by the protein Enhancer of Zeste 2 (EZH2), a member of the Polycomb-group (PcG) family. EZH2 can recruit DNA methyltransferase (DNMT1) to chromatin to form a multisubunit protein complex that suppresses gene expression [36]. 

Epigenetic therapy using 5-aza-2’-deoxycytidine (DAC), an FDA-approved DNA demethylation agent, has been successfully used to treat myelodysplastic syndromes (MDSs) either alone or in combination with other drugs [37,38,39]. DAC is a deoxycytidine analog with the replacement of nitrogen at position 5 of the pyrimidine ring [40]. DAC interferes with normal DNA methylation by forming an irreversible covalent bond with DNMT1 [41]. The subsequent DNA-DNMT adducts play a role in controlling cancer cells depending on the dose of DAC. At high doses, DAC induces cytotoxicity by accumulated DNA–DNMT1 adduct-induced apoptosis and DNA synthesis arrest. At low doses, DNA synthesis is continued, while DNA–DNMT1 adduct bonds are being degraded and repaired, resulting in systematically hypomethylated DNA [41,42]. Studies show that DAC has effects on melanoma via decreasing cell growth and invasion [43] as well as alerting gene expression, includes tumor suppressor genes [44]. 

Regulating oxidative stress via the consumption of antioxidant-rich cruciferous vegetables (e.g., broccoli and Brussels sprouts) has been well-studied in cancer prevention [45,46,47]. One of the common compounds from cruciferous vegetables with cancer prevention characteristics is glucosinolate. Glucosinolate is not bioactivated until the enzyme myrosinase is released from the plant cell, by chewing or through denaturing by cooking, to catalyze a hydrolytic reaction to form isothiocyanates (ITCs) [48]. Sulforaphane (SFN) is one of the promising anticancer ITCs and can induce biphasic biological impact via generating different level of ROS depending on their doses [48,49]. At a dietary dose, SFN-derived ROS stimulate antioxidant protein expression to balance the ROS level induced from UV exposure. SFN activates nuclear erythroid 2-related factor 2 (Nrf2) to bind to the antioxidant response element at the promoter region of Nrf2-regulated genes. Those genes are phase-II detoxification enzymes (e.g., glutathione S-transferase, quinone reductase, and glucuronosyltransferase). By doing this, SFN increases antioxidant capacity. Furthermore, phase-I enzymes such as P450s, which activate toxic chemical compounds, are reduced by SFN at dietary doses [50,51,52]. In this way, SFN delivers chemopreventive effects through strengthening cell defense systems by increasing antioxidant enzymes and reducing carcinogen toxicity. Studies have shown that SFN acts as a cell-killing agent at high doses. At a high concentration of SFN, elevated amounts of SFN-derived ROS accumulate in the cells, mitochondrial function is disrupted [49], cell proliferation is blocked, cell cycle G2/M is arrested, and caspase-mediated apoptosis is induced [48,52,53,54,55]. High concentrations of SFN also induce epigenetic modification. Studies show that high doses of SFN enhance global histone acetylation by inhibiting histone deacetylase (HDAC) activity and reducing cell growth in prostate cancer [56,57]. The dual roles of SFN in cytoprotection and slowed tumor growth, as well as the low toxicity, are cell-specific [48]. Where and how the ROS is formed by SFN and the impact of surrounding molecular environments has gained great interest in research either with SFN alone or in combination with other chemotherapy drugs in many cancers [58,59,60]. 

The research reported here seeks to determine whether combining DAC and SFN can synergistically slow melanoma cell growth. We aimed to utilize a dietary dose of SFN as a natural antioxidant, while at the same time suppressing gene transcription with a low dose of the clinically approved epigenetic modifier DAC. We rationalized that with lower oxidative stress, the low dose of DAC could deliver its epigenetic effect without inducing cytotoxicity. This study is the first step in testing the combined effect of DAC and SFN in a mouse melanoma cell line. Cell growth characteristics, gene expression profiles, and histone PTMs are compared between single and combination treatments of DAC and SFN using mouse melanoma cells. Our data show cell growth inhibition, dysregulation of gene transcription, and increased cytokine production with combination treatment compared to individual treatments. Histone PTMs were identified but did not show differences following treatment. This in-vitro data provides a path to investigate the role of target gene sets and the potential role of the dietary antioxidant SFN in melanoma treatment and prevention.

## 2. Materials and Methods 

### 2.1. Cell Culture and Treatment 

Mouse melanoma B16F10 cells were obtained from ATCC and maintained in Dulbecco’s Modified Eagle Medium (DMEM) (ThermoFisher, Waltham, MA, USA) supplemented with 10% FBS (ThermoFisher, Waltham, MA, USA) and 1% penicillin/streptomycin (ThermoFisher, Waltham, MA, USA). Cells were checked for mycoplasma contamination by MycoAler PLUS Mycoplasma Detection Kit (Lonza Walkersville, Walkersville, MD, USA) before experiments. 

IC50s for both drugs were determined by using CellTiter 96 AQ_ueous_ One Solution Cell Proliferation Kit (Promega, Madison, WI, USA), following the manufacturer’s protocols. In brief, cells were seeded at 1500 cells/well in a 96-well plate for 24 h. Cells were then treated with 5-aza-2′-deoxycytidine (DAC) (Sigma Aldrich, St. Louis, MO, USA) dissolved in dimethyl sulfoxide (DMSO) at concentrations ranging from 25 µM to 6.1 nM (4-fold dilutions from 25 µM, 6.25 µM, 1.56 µM, 390 nM, 97.7 nM, 24.4 nM, to 6.1 nM) for 72 h; and sulforaphane (LKT labs, St Paul, MN, USA) dissolved in water at concentrations ranging from 352 µM to 86 nM (4-fold dilutions ranging from 352 µM, 88.1 µM, 22 µM, 5.5 µM, 1.37 µM, 344 nM, to 86 nM) for 48 h. Dimethyl sulfoxide (DMSO) (Sigma Aldrich, St. Louis, MO, USA) was used as a control in the DMSO wells, at 0.00025%, equivalent to the highest amount of DMSO in the highest dose of treatment (10 mM DAC in DMSO was freshly diluted 400,000 times to 25 nM in culture medium). 

Preliminary tests with different doses and duration were performed, based on the results from IC50 measurements, in 6-well plates. The optimal doses and duration of treatments were chosen based on the number of viable cells with greater than 50% of cell survival at single treatment for DAC and SFN, with fewer cells surviving with combination treatment. SFN at 5 µM and DAC 25 nM were determined to be an optimal dose in the preliminary tests. Cells were seeded in 6-well plates at 4 × 10^4^ cells/well and were allowed to attach for 24 h. For combinatorial drug treatment, cells were treated with DAC at 25 nM for 24 h, the medium was removed, and fresh medium with 25 nM DAC and 5 µM SFN was added. Cells were then incubated for another 48 h. For DAC or SFN single treatment, cells were treated with only DAC or SFN following the same operations as a combination treatment. All treatment groups were harvested at the same time for different target analysis, which included cell number counting and measurements of apoptosis, cell cycle, and gene transcription. Three independent biological repeats were performed.

For cytokine analysis, cells were seeded in 10 cm dishes at 3 × 10^5^ cells/dish and were treated with SFN and DAC as described above in 10% serum-containing medium. Culture medium was replaced from 10% to 1% serum-containing medium with the same dosing scheme at the last 24 h of treatment. The purpose is to reduce potential background. Also, the final culture medium was reduced from 10 mL to 5 mL to increase the concentration of cytokine in the supernatant. The supernatant of each dish was collected for cytokines array analysis. The cell number is calculated to adjust the final amount of supernatant to be loaded from even amount of cells for cytokine analysis.

For CCL5 enzyme-linked immunosorbent assay (ELISA) analysis, cells were grown and treated as described for cytokine array analysis, except the initial cell density is at 2 × 10^5^ cells per10 cm dish, and the final culture medium was reduced from 10 mL to 5 mL. 

For histone analysis, cells were seeded in 10 cm dishes at 2 × 10^5^ cells/dish and were treated with SFN and DAC as described above. Additionally, EZH2 inhibitor EPZ6438 (Med Chem Express, Monmouth Junction, NJ, USA), was used at 5 µM to treat cells for 48 h for analysis of histone epigenetic post-translational modifications. The dose of EPZ6438 was selected for optimal inhibition of the catalytic output of EZH2, histone H3K27me3, and was used as a positive control for histone analysis. DMSO at 0.05%, equivalent to the highest amount of DMSO in the treatment (10 mM EPZ6438 in DMSO was freshly diluted 2000 time to 5 µM in culture medium) was used in the control plates. Three independent biological repeats were performed. 

### 2.2. Assays for Characteristics of Cell Growth 

#### 2.2.1. Viable Cell Count 

Cell number was counted with Trypan blue solution (0.4%) using a hemocytometer. The number of the cell count was controlled to within 20–50 cells/square via dilution of cells before mixing with trypan blue. 

#### 2.2.2. Cell Cycle Arrest Analysis

Cells cycle was analyzed by fixing cells in 70% ethanol overnight and staining with propidium iodide (PI)/RNase Staining Buffer (BD Biosciences, San Jose, CA, USA). The stained DNA was analyzed at the University of Arkansas for Medical Sciences (UAMS) flow cytometry core with an LSRFortessa Flow cytometer (BD Biosciences, San Jose, CA, USA). Flow cytometry data were analyzed with Flow Jo (Ashland, OR, USA) and Dean-Jett Fox (DJF) model (BD, Franklin Lakes, NJ, USA).

#### 2.2.3. Apoptotic Analysis 

Apoptosis was measured by Annexin V and 4′,6-diamidino-2-phenylindole (DAPI) staining using the annexin V-FITC apoptosis detection kit (BD Pharmigen, San Jose, CA, USA), following the manufacturer’s protocol. Cells were analyzed at the UAMS flow cytometry core with an LSRFortessa Flow cytometer (BD Biosciences, San Jose, CA, USA). Flow cytometry data were analyzed with Flow Jo (Ashland, OR, USA).

### 2.3. RNA-Seq Analysis

#### 2.3.1. RNA Extraction and Targeted Gene Expression Analysis 

RNA was extracted with the RNeasy Mini Kit (Qiagen, Germantown, MD, USA) following the manufacturer’s protocols and eluted in water. RNA was reversed transcribed into cDNA with the One Step iScript kit (BioRad, Hercules, CA, USA) following the manufacturer’s protocol.

Targeted genes of interest were amplified with 20 ng of cDNA, SYBR green Supermix (Bio-Rad, Hercules, CA, USA) and primers (final concentration at 750 nM). The PCR cyclic conditions used were 95 °C for 3 min, followed by 39 cycles of 98 °C for 15 s and 57 °C for 30 s. The following primer pairs (Integrated DNA Technologies, Coralville, IA, USA) were used for real-time analysis (Table 1): 

#### 2.3.2. RNA-Seq Sample Preparation

cDNA libraries were constructed using Illumina’s TruSeq stranded mRNA sample preparation kit according to the manufacturer’s protocol. Briefly, 500 ng of total RNA was polyA selected, chemically fragmented, and converted to single-stranded cDNA using random hexamer-primed reverse transcription. Second strand synthesis was then performed to generate double-stranded cDNA, followed by fragment end repair and the addition of a single A base to each end of the cDNA. Adapters, including a 3’ adapter and a 5’ adapter containing 1 of 48 unique indexes, were then ligated to the fragment ends to enable attachment to the sequencing flow cell and sample pooling. Next, library DNA was PCR amplified and validated for fragment size and quantity using an Advanced Analytical Fragment Analyzer (AATI) and Qubit fluorometer (Life Technologies), respectively. Equal amounts (5 µL of 4 nM dilutions) of each library were pooled and 5 µL of the pool was denatured for 5 min by the addition of 5 µL of 0.2 N NaOH, incubated at room temperature for 5 min, neutralized by the addition of 5 µL 200 mM Tris pH 7.0, and diluted to a loading concentration of 1.8 pM; 1.3 mL of the denatured, diluted library was added to a NextSeq reagent cartridge V2.0 for sequencing on a NextSeq 500 platform using a high output flow cell to generate approximately 25 million 75-base reads per sample. All sequencing was conducted by the Center for Translational Pediatric Research Genomics Core Lab at Arkansas Children’s Research Institute (Little Rock, AR, USA).

#### 2.3.3. RNA-Seq Data Analysis

RNA reads were checked for quality of sequencing using FastQC v.0.11.7 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The adaptors and low-quality bases (Q < 20) were trimmed to a minimum of 36 base pairs using Trimmomatic v0.38 [61]. Reads that passed quality control were aligned to the mouse (mm10) (GCA_000001305.2) reference genome using TopHat v2.1.1 [62]. Sample alignment files (.bam) were then imported into Blast2GO v5.1.13, and gene level expression counts quantified using htseq [63,64]. Only reads uniquely aligned to known genes were retained and counted. Multimapped reads were discarded. Genes with low counts were then removed before downstream analysis. To retain the maximum number of interesting features genes with a minimum of 1 counts-per-million (CPM) values in at least 3 libraries were retained for further investigation. The filtered dataset was then normalized for compositional bias using a trimmed mean of M values (TMM) and log_2_ transformed [65]. For each comparison, edgeR quasi-likelihood method (glmQLFTest) correcting for batch effect was used to identify differentially expressed genes between experimental groups [2]. Genes with multiple tests corrected (FDR) *p*-values of 0.05 [66] and a fold change > 2 were selected for further comparisons between treatments and analyzed by Ingenuity Pathway Analysis (IPA) for biological involvement. 

### 2.4. Chemokines Analysis 

The supernatant of control and combination treated groups was spun at 10,000 g for 5 min to remove the cell debris. The supernatant was added to the membrane of Proteome Profiler mouse XL Cytokine array kit (R&D system Inc, Minneapolis, MN, USA). The manufactural protocol was followed with modification at the final film developing. Western Lightning Plus-ECL (PerkinElmer, Waltham, MA, USA) was applied at the end of film developing to have clear signals. 

For ELISA, the supernatant was spun at 10,000 g for 5 min to remove the cell debris and further diluted 10 times in 1 × PBS. Duplicate diluted supernatant from each group and the serially diluted standards (ranging from 7.8 pg/mL to 500 pg/mL) were tested for the level of CCL5 according to the manufacturer’s instructions (R&D Systems Inc., Minneapolis, MN, USA). The cell number is also calculated and applied in data analysis to reflect the level of CCL5 in the supernatant is from the same amount of cells.

### 2.5. Histone PTM Mass Spectrometry 

Histones were purified from approximately 5 million cells by acid extraction, as described by Taverna, SD et al. [67]. The amount of protein was quantified by BCA Protein Assay Kit (ThermoFisher, Waltham, MA, USA). Extracted histones (5 µg), were resolved on a 4–20% gradient SDS-PAGE gel. Histone bands were visualized by staining with GelCode Blue (Thermo). Histones were excised from the gel, destained, and treated with 20 µL/band of 30% d6-acetic anhydride in 50 mM ammonium bicarbonate. Histones were then digested in-gel with 125 ng/band sequencing-grade trypsin at 37 °C overnight. Acidified tryptic peptides were separated using a 2.5 µm Waters XSelect CSH resin on a 150 mm × 0.075 mm column using a nanoAcquity UPLC system (Waters, Milford, MA, USA). Peptides were separated using a 60-min chromatography gradient, with a 40-min linear separation gradient from 97% buffer A (0.1% formic acid in water (v/v)), 3% buffer B (0.1% formic acid (v/v), 99.9% acetonitrile (v/v)), to 80% of buffer A, 20% buffer B. Eluted peptides were ionized by electrospray (2150 V) and analyzed on an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher, Waltham, MA, USA) using data-dependent acquisition. A full-scan MS was acquired in profile mode at 120,000 resolution from 375 to 1500 m/z (AGC target 5 × 10^5^, max injection time 100 ms), followed by data-dependent MS/MS analysis with a 3 second duty cycle time. Peptides with a determined monoisotopic peak, intensity threshold greater than 2 × 10^4^ counts, and charge state of 2–7 were selected for HCD fragmentation at 30% collision energy, AGC target of 1 × 10^4^, maximum injection time 35 milliseconds, and analyzed in the ion trap with scan speed set to rapid.

Raw data files were analyzed using Mascot (Matrix Science, London, UK) using a custom Uniprot database which included only mouse histones (Table 2). Files were searched with a precursor tolerance of 3 ppm and fragment ion tolerance of 0.5 Da. Fixed modifications included carbamidomethylation of cysteine. Variable modifications to lysine included monomethylation, dimethylation, trimethylation, acetylation, deuterated acetylation, and methylation and deuterated acetylation. Variable modifications to arginine included monomethylation and dimethylation. Variable modifications to serine and threonine were phosphorylation. Up to four missed trypsin cleavages were permitted. Mascot search results were loaded into Scaffold, and filtered for a protein FDR of 1%, a peptide score probability of 80%, and a minimum of 5 peptides per protein. Spectral count data was exported in tabular format and analyzed using R [68]. 

## 3. Results

### 3.1. SFN and DAC Single and Combination Treatment Result in Growth Inhibition 

The IC50 for SFN was calculated to be approximately 22 µM for SFN and 44 nM for DAC (Figure 1A). For cell growth inhibition, a dose of 5 µM of SFN and 25 nM of DAC were chosen based on cell viability assays with more than 50% cells surviving from a single treatment of SFN and DAC respectively. Viable cell counts were calculated in the single and combination treatment of DAC and SFN compared to control (Figure 1B). There was 58% ± 4% and 56% ± 7% viable cells compared to control for the single treatment with DAC and SFN, respectively and only 33% ± 5% of viable cells in SFN and DAC combination treatment. The combination treatment induced significant growth inhibition compared to any single treatment ( *p* < 0.03, Student’s *t*-test).

### 3.2. SFN and DAC Single and Combination Treatment Result in Minimal Apoptosis 

Apoptosis analysis showed that most of the cells were noted as alive by negative stain for annexin V and DAPI in all treatments and control (Figure 1C,D). The percentage of viable cells not in apoptosis with DAC and SFN single treatments, was 99% ± 0.2% (*p* < 0.01) and 97% ± 1%( *p* < 0.01), respectively, compared to control. Combination treatment of DAC and SFN results in 95% ± 1% (*p* < 0.004) of viable cells compared to control. The percentage of viable cells not in apoptosis with combination treatments was slightly lower than any single treatment of SFN (*p* < 0.03) and DAC (*p* < 0.01).

### 3.3. SFN and DAC Single and Combination Treatment Result in No Cell Cycle Arrest

Cell cycle analysis indicated that all treated and control cells were in normal distributions for different cell cycles with G1 as dominant, followed by S phase and G2 phase, as shown in representative figures (Figure 1E). There was no significant difference between treatments in the G2/M phase (Figure 1F). 

### 3.4. SFN Induced Dysregulated Gene Transcription 

RNAseq data analysis revealed a differential gene expression profile by SFN single treatment compared to control. 

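B16F10 cells, a mouse melanoma line, received vehicle, DAC (25 nM for 72 h), SFN (5 µM for 48 h) or both drugs, and RNA from 3 replicates of each of the 4 groups was sequenced. DAC is a nucleoside analog that inhibits DNA methylation, and SFN is an isothiocyanate from cruciferous vegetables. For each of the 12 samples, the authors deposited the number of uniquely aligned reads they counted on each gene symbol, without normalization. Between 15880957 and 27291436 reads per sample were counted on genes, with a median of 21703605 in control, 23890197 with DAC, 24250666 with SFN and 21273961 with the combination treatment. The 11638 genes with at least 1 CPM (count per 1e+06 counts of the library) in at least 3 libraries were retained, normalized by TMM and tested with edgeR's quasi-likelihood F-test. All 12 samples entered 1 model, with the replicate number as a block in the place of the batch that the methods correct for. A gene was counted as changed when its p-value after Benjamini-Hochberg adjustment was under 0.05 and its fold change was above 2 in either direction. Expression values of genes are given in TMM-normalized CPM as mean ± SD of n = 3 replicates. The standard error (SE) of a log2 fold change was derived from the F statistic and can be too small for genes with few counts. After the mean of each condition was removed, samples of different conditions with the same replicate number had a correlation across genes of 0.544 on average over 18 pairs, from 0.270 to 0.732. The replicate numbers differed in 3951 genes and the conditions in 2934 genes at an adjusted p-value under 0.05. With the replicate number left out of the model, 13 genes changed with SFN and 169 with the combination treatment compared to control. Principal component 1 of the log2 CPM values held 40.9% of the variance and principal component 2 held 23.2%.

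**Figure D1:**
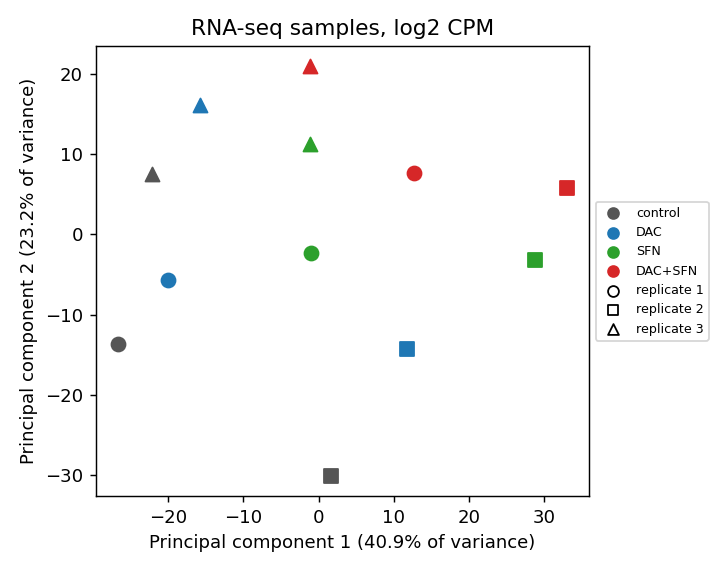
Principal components 1 and 2 of the log2 CPM values of the 12 samples, colored by condition, with 1 symbol shape per replicate number. Within each replicate number, the samples lie in the order control, DAC, SFN and DAC+SFN along component 1, though the last 2 nearly coincide in replicate 3, at -1.16 and -1.11.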

There were 126 genes with greater than 2-fold change compared to control. 

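In the counts, SFN single treatment changed 149 genes compared to control, 126 up and 23 down, and 148 of them moved the same way in all 3 replicates. Without the fold change threshold, 1619 genes had an adjusted p-value under 0.05. Between 104 and 177 genes changed when 1 control or SFN sample was left out at a time. The lowest count among the alternatives came from edgeR's glmTreat, which tests whether the fold change itself is above 2 and gave 7 genes. The smallest adjusted p-value belonged to Gsta3 (Entrez Gene 14859), which encodes a glutathione S-transferase and lies on chromosome 1 from 21240589 to 21265661 in mm10. Gsta3 rose from 1.15 ± 0.325 CPM in control to 18.0 ± 8.13 CPM with SFN, a log2 fold change of 3.94 (SE 0.24, adjusted p = 8.12e-07). Nqo1 (Entrez Gene 18104), a quinone reductase gene on chromosome 8 from 107388225 to 107403206, rose from 8.42 ± 0.851 to 33.9 ± 1.10 CPM, a log2 fold change of 2.01 (SE 0.14, adjusted p = 1.16e-06). Aldh3a1, an aldehyde dehydrogenase gene on chromosome 11 from 61207537 to 61218421, had the largest estimate, a log2 fold change of 4.06 (SE 0.61, adjusted p = 0.000551), from 1 to 2 counts per control library, and its log2 differences in replicates 1, 2 and 3 were 3.17, 0.21 and 4.20.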

The data have been deposited in NCBI’s Gene Expression Omnibus [69]. The top genes with greater than 2.5-fold change (*p* < 0.001) are shown in the heatmap (Figure 2A). 

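All 53 genes in the heatmap of Figure 2A moved in the counts in the direction of the figure, 48 up and 5 down. At an adjusted p-value under 0.001 and a fold change above 2.5, 38 genes passed, 36 up and 2 down, and 34 of these are in the figure. The fold changes of the heatmap's genes, taken in the direction of the change, lay between 2.49 and 15.3. Their highest adjusted p-value was 0.0321, for Slc17a8, which had 1 to 26 counts per control library. Among the increases, Apod (Entrez Gene 11815, chromosome 16 from 31296192 to 31314808) rose from 0.845 ± 0.123 to 6.13 ± 1.34 CPM, a log2 fold change of 2.86 (SE 0.28, adjusted p = 1.70e-05). Aldh1a3 rose from 6.29 ± 0.639 to 18.9 ± 5.96 CPM, a log2 fold change of 1.56 (SE 0.13, adjusted p = 5.57e-06). Among the decreases, Abca12 (chromosome 1 from 71242276 to 71414910) fell from 70.5 ± 34.1 to 24.4 ± 13.0 CPM, a log2 fold change of -1.56 (SE 0.12, adjusted p = 3.63e-06). H19 had a log2 fold change of -1.43 (SE 0.30, adjusted p = 0.00541), but its level depended on the replicate number, with 37, 5 and 209 counts in control replicates 1, 2 and 3.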

The biological roles of genes responding to SFN single treatment with greater than 2-fold change were analyzed with IPA. The top canonical pathways analysis, with a negative log p-value greater than 2, indicated many important biological pathways dysregulated in response to SFN single treatment (Figure 2B). 

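IPA is a commercial knowledge base and was not rerun, so 11 lists of genes written from general knowledge of each pathway, before the data were examined, were tested in its place with limma's camera. The genes named in Figures 2A, 3A and 4C were left out of the lists, and the p-values were adjusted over all 66 tests of 11 lists in 6 comparisons. Of the 28 tested targets of NRF2, the transcription factor of the oxidative stress response, 24 were higher with SFN than in control, with a median log2 fold change of 0.38 (adjusted p = 4.01e-18). Of 20 p53 targets, 18 were higher with SFN, with a median of 0.47 (adjusted p = 4.80e-14). The labels SFN and control were also swapped in 1 replicate, which leaves the real labels in the other 2. Here the p-values from camera were adjusted over the 11 lists of this comparison alone, not over the 66 tests. Between 6 and 8 of the 11 lists then had an adjusted p-value under 0.05, against 8 with the real labels under the same adjustment.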

### 3.5. SFN and DAC Uniquely Induced Dysregulated Gene Transcription 

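With DAC single treatment, 4 genes passed the thresholds, all 4 up. Without the fold change threshold, 21 genes had an adjusted p-value under 0.05, all of them up. At an unadjusted p-value under 0.05 there were 1170 genes, where 581.9 are expected by chance, and 45 of these had a fold change above 2. The 4 genes were Lif, Plscr2, Ccl5 and Cpz. Lif (Entrez Gene 16878, chromosome 11 from 4257557 to 4272514), which encodes a cytokine, rose from 1.43 ± 0.800 to 3.89 ± 2.50 CPM, a log2 fold change of 1.43 (SE 0.21, adjusted p = 0.0134). Plscr2 (chromosome 9 from 92275602 to 92297752) rose from 0.973 ± 0.190 to 2.27 ± 0.431 CPM, a log2 fold change of 1.25 (SE 0.22, adjusted p = 0.0441). Cpz, a carboxypeptidase gene, rose from 8.29 ± 1.72 to 16.7 ± 3.20 CPM, a log2 fold change of 1.01 (SE 0.12, adjusted p = 0.00189). With only the control and DAC samples in the model, 19 genes passed. With 1 control or DAC sample left out at a time, between 0 and 6 genes passed. The adjusted p-value rose to 0.05 or more in 6 of these 6 fits for Plscr2, in 4 for Ccl5, in 3 for Lif and in 1 for Cpz.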

DAC single treatment induced 19 genes to greater than 2-fold change compared to control (*p* < 0.05), and this number is too low for canonical pathway analysis by IPA. However, SFN and DAC combination treatment induced more genes than any single treatment. 

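The groups were also compared directly. The combination treatment changed 108 genes compared to DAC single treatment, 85 up and 23 down, and 13 genes compared to SFN single treatment, all up. Among these 13 were Oasl2, Ddx60, Irf7, Irgm2, Isg15 and Ifit1, genes that respond to interferon. Oasl2 had a log2 fold change of 1.51 (SE 0.34, adjusted p = 0.0428) and Ddx60 had a log2 fold change of 1.49 (SE 0.30, adjusted p = 0.0279) compared to SFN. Leaving out 1 SFN or combination sample raised the adjusted p-value to 0.05 or more in 5 of 6 fits for Oasl2 and Irf7. The same held in 4 of 6 fits for Ddx60, Isg15 and Ifit1 and in 3 of 6 for Irgm2. The interaction contrast, which tests whether the change with 1 drug depends on the other, gave 0 genes, and 683 had an unadjusted p-value under 0.05 where 581.9 are expected by chance. The lowest adjusted p-value of the interaction was 0.748, shared by Hipk2 and Sesn3, among others. On simulated counts for the same number of samples, the same contrast recovered 89.5% of 200 simulated interactions, and 76% of those with a fold change of 1.5, the smallest simulated. The simulated genes varied independently, without a spread of their own or effects of single libraries, so recovery in the samples may be lower. Across 11638 genes, which are not independent replicates, the change with DAC alone and the change with DAC on top of SFN had a Pearson correlation of 0.494 and a Spearman correlation of 0.415. For SFN alone and SFN on top of DAC, the correlations were 0.788 and 0.686. These pairs of comparisons share no sample. From the numbers of genes past the thresholds in the comparisons with control, the paper states that the combination treatment altered more genes than either drug alone.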

There were 261 genes with greater than a 2-fold change from the combination treatment of SFN and DAC compared to control (*p* < 0.05). 

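In the counts, 310 genes changed with the combination treatment compared to control, 271 up and 39 down, and 304 moved the same way in all 3 replicates. Without the fold change threshold, 3683 genes had an adjusted p-value under 0.05, 1978 up and 1705 down. Leaving out 1 control or combination sample at a time gave between 244 and 399 genes. Gsta3 reached 21.5 ± 6.21 CPM, a log2 fold change of 4.22 (SE 0.24, adjusted p = 2.11e-07). Apod reached 8.19 ± 2.52 CPM, a log2 fold change of 3.26 (SE 0.27, adjusted p = 2.08e-06), and Lif reached 13.4 ± 8.89 CPM, a log2 fold change of 3.22 (SE 0.19, adjusted p = 2.11e-07). Cck had the largest decrease, a log2 fold change of -2.55 (SE 0.43, adjusted p = 0.000517), from 7 to 29 counts per control library to 2 to 6 counts per combination library. In the direct comparison of the combination treatment with SFN, Gsta3 had a log2 fold change of 0.28 (SE 0.17, adjusted p = 0.418) and Apod had a log2 fold change of 0.41 (SE 0.20, adjusted p = 0.313).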

The data from DAC single and SFN and DAC combination treatment have been deposited in NCBI’s Gene Expression Omnibus [69] as described above for SFN single treatment with the same accession number GSE12752. 

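At an adjusted p-value under 0.001 and a fold change above 3, 71 genes passed with the combination treatment, 65 up and 6 down. Of the 65 genes named in Figure 3A, 56 were among them, and all 65 moved in the direction of the figure. The fold changes of the figure's genes, in the direction of the change, lay between 3.04 and 18.6, and their highest adjusted p-value was 0.0142. The interferon-stimulated genes Ifit1, Ifit3b and Oasl1 are in the figure. Ifit1 rose from 12.6 ± 6.43 CPM in control to 39.2 ± 10.7 CPM, a log2 fold change of 1.72 (SE 0.21, adjusted p = 4.12e-05). Ifit3b had a log2 fold change of 1.69 (SE 0.34, adjusted p = 0.00198) and Oasl1 had a log2 fold change of 1.79 (SE 0.41, adjusted p = 0.00403), with 2 to 19 counts per control library. Of the genes that decreased, Mgarp fell from 9.29 ± 6.28 to 2.64 ± 1.22 CPM, a log2 fold change of -1.71 (SE 0.23, adjusted p = 8.31e-05), and Ankrd37 fell from 3.24 ± 2.16 to 0.840 ± 0.122 CPM, a log2 fold change of -1.83 (SE 0.39, adjusted p = 0.00277). In control, Mgarp and Ankrd37 varied with the replicate number, and control replicate 2 had the lowest value of each.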

The top genes with greater than 3-fold change (*p* < 0.001) induced from SFN and DAC combination treatment are shown in the heatmap (Figure 3A). The biological roles of genes responded to SFN and DAC combination treatment compared to control with greater than 2-fold change were analyzed with IPA. The top canonical pathways analysis, with a negative log *p*-value greater than 3.5, showed many biological pathways involvement (Figure 3B). 

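The transcript of the vitamin D receptor, Vdr (Entrez Gene 22337, chromosome 15 from 97854425 to 97910630), rose from 2.76 ± 1.66 CPM in control to 7.13 ± 1.52 CPM with the combination treatment, a log2 fold change of 1.45 (SE 0.24, adjusted p = 0.000507). The retinoid X receptor transcript Rxra had a log2 fold change of 0.080 (SE 0.059, adjusted p = 0.325), and Rxrg was below the filter, with at most 2 counts in any library. The aryl hydrocarbon receptor transcript, Ahr (Entrez Gene 11622, chromosome 12 from 35497974 to 35535038), was at 14.0 ± 2.12 CPM in control and 15.3 ± 5.27 CPM with the combination treatment, a log2 fold change of 0.098 (SE 0.11, adjusted p = 0.523). Ahr reversed its sign, to a log2 fold change of -0.042, without combination replicate 3. Cyp24a1, a target of the vitamin D receptor, had at most 2 counts in any library, and Cyp1b1, a target of the aryl hydrocarbon receptor, had at most 26, so changes in them were not detectable at this depth with the filter used. Cyp1a1, another target of the aryl hydrocarbon receptor, passed the filter and had a log2 fold change of 0.17 (SE 0.26, adjusted p = 0.648), which reversed its sign without control replicate 1 or 3. Its log2 differences in replicates 1, 2 and 3 were 0.75, -1.07 and 0.57. Among the listed targets tested by camera, 6 of 8 targets of VDR/RXR were higher with the combination treatment (median log2 fold change 0.081, adjusted p = 0.481). For the aryl hydrocarbon receptor, 4 of 9 targets were higher (median -0.061, adjusted p = 0.975). The lists hold few genes after the filter, leave out the genes named in the figures and were not taken from IPA. With the genes of the figures kept in the lists, the median was 0.083 (adjusted p = 0.0545) for VDR/RXR and 0.018 (adjusted p = 0.156) for the aryl hydrocarbon receptor.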

The role of vitamin D receptor/retinoid X receptor (VDR/RXR) activation and aryl hydrocarbon receptor signaling were listed as the top two canonical pathways from SFN and DAC combination treatment with a negative log *p*-value greater than 5.5. These two pathways were also detected in SFN single treatment with a negative log *p*-value approximately 3.0 (Figure 2B). 

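With SFN single treatment, Vdr rose to 5.83 ± 1.87 CPM, a log2 fold change of 1.16 (SE 0.25, adjusted p = 0.00599). Ahr was at 14.5 ± 3.05 CPM, a log2 fold change of 0.034 (SE 0.11, adjusted p = 0.876), and the sign reversed when control replicate 3 or SFN replicate 1 was left out. The VDR/RXR targets had a median log2 fold change of -0.083 and the aryl hydrocarbon receptor targets -0.060 with SFN, and the adjusted p-value from camera was 0.938 for each.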

### 3.6. Validation of Dysregulated Gene Transcription Induced by SFN and DAC Combination Treatment

There were 261 genes with greater than 2-fold change (*p* < 0.05) of gene expression (either increased or decreased) with DAC plus SFN combination treatments compared to control. The number of genes with expression changes greater than 2-fold (*p* < 0.05), compared to control, from the single treatment were 19 and 126 genes for DAC and SFN, respectively (Figure 4A). Furthermore, there were 150 unique genes from combination treatment compared to control (Figure 4B). 

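In the counts, 174 genes changed only with the combination treatment, 150 up and 24 down. The combination treatment shared 132 further genes with SFN alone and 1 with DAC alone, and 3 genes changed in all 3 comparisons with control. Between 116 and 257 genes changed only with the combination treatment when 1 sample was left out at a time. The 174 genes were followed in the other comparisons. The comparisons with control share the control samples. With SFN alone, 170 of them moved in the same direction and 81 had an adjusted p-value under 0.05. With DAC alone, 168 moved in the same direction and 4 had an adjusted p-value under 0.05. Their median absolute log2 fold change was 1.14 with the combination treatment, and in that direction the median was 0.76 with SFN and 0.43 with DAC. In the direct comparison of the combination treatment with SFN, 17 of the 174 had an adjusted p-value under 0.05. For the interaction, 0 had an adjusted p-value and 8 an unadjusted p-value under 0.05.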

We selected genes for further validation from the SFN and DAC combination treatment with greater than 2-fold change compared to control. The preliminary selection criteria from RNA-seq data were genes with the highest differential expression compared to control or involved in multiple top biological pathways (Figure 4C). 

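Fold changes of the genes in Figure 4C were computed from the counts for the combination treatment compared to control. Tmprss9 (Entrez Gene 432478, chromosome 10 from 80871848 to 80899492), which encodes a serine protease, had a fold change of 7.24 (adjusted p = 9.46e-05) and 4 to 5 counts per control library. Col7a1, a collagen gene, rose 3.58 times (adjusted p = 0.000116), Dnah10 3.43 times (adjusted p = 0.00111), Xdh 3.25 times (adjusted p = 0.000555) and Zpld1 3.11 times (adjusted p = 0.0142). Ccnd1, the cyclin D1 gene, rose from 319 ± 116 to 974 ± 363 CPM, a fold change of 3.06 (adjusted p = 2.55e-07). Cdkn1a, which encodes a cell cycle inhibitor, rose from 301 ± 66.5 to 776 ± 193 CPM, a fold change of 2.57 (adjusted p = 1.91e-06).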

Three genes, CCL5, DUSP15, and IL33, were validated by reverse transcription PCR (RT-PCR) (Figure 4D). These genes were selected for validation on the criteria that they showed differential expression between single treatment and control as well as between combination treatment and single treatment. 

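Ccl5 (Entrez Gene 20304, chromosome 11 from 83525778 to 83530518) was at 3.10 ± 1.01 CPM in control, 7.18 ± 1.96 with DAC, 10.6 ± 2.74 with SFN and 17.4 ± 3.31 with the combination treatment. Compared to control, its log2 fold change was 1.23 with DAC (SE 0.22, adjusted p = 0.0441), 1.78 with SFN (SE 0.21, adjusted p = 8.37e-05) and 2.51 with the combination treatment (SE 0.21, adjusted p = 2.08e-06). The combination treatment differed from DAC by 1.28 (adjusted p = 0.000553) and from SFN by 0.73 (adjusted p = 0.0533). Dusp15 (Entrez Gene 252864, chromosome 2 from 152940997 to 152951698) had 1 to 15 counts per control library, so its fold changes rest on few counts. Its level was 0.317 ± 0.395 CPM in control, 0.283 ± 0.145 with DAC, 0.614 ± 0.110 with SFN and 1.32 ± 0.0999 with the combination treatment. Its log2 fold change compared to control was -0.042 with DAC (SE 0.67, adjusted p = 0.990), 1.04 with SFN (SE 0.56, adjusted p = 0.237) and 2.17 with the combination treatment (SE 0.50, adjusted p = 0.00445). Without control replicate 3, which held the highest control value, the change became 1.58 with DAC and 2.62 with SFN. Dusp15 was higher with the combination treatment than with DAC by 2.21 (adjusted p = 0.00860) and than with SFN by 1.13 (adjusted p = 0.175). Il33 (Entrez Gene 77125, chromosome 19 from 29925114 to 29960718) was at 3.78 ± 0.921 CPM in control, 6.61 ± 3.40 with DAC, 9.82 ± 3.43 with SFN and 12.8 ± 5.36 with the combination treatment. Its log2 fold change compared to control was 0.74 with DAC (SE 0.18, adjusted p = 0.117), 1.35 with SFN (SE 0.17, adjusted p = 0.000117) and 1.72 with the combination treatment (SE 0.17, adjusted p = 6.77e-06). It was higher with the combination treatment by 0.98 than with DAC (adjusted p = 0.00100) and by 0.37 than with SFN (adjusted p = 0.208). With only the samples of the combination treatment and SFN in the model, the adjusted p-value of this comparison was 8.87e-05 for Ccl5, 0.0282 for Dusp15 and 0.0306 for Il33. The interaction of the 2 drugs had an adjusted p-value of 0.909 for Ccl5, 0.949 for Dusp15 and 0.930 for Il33.

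**Figure D2:**
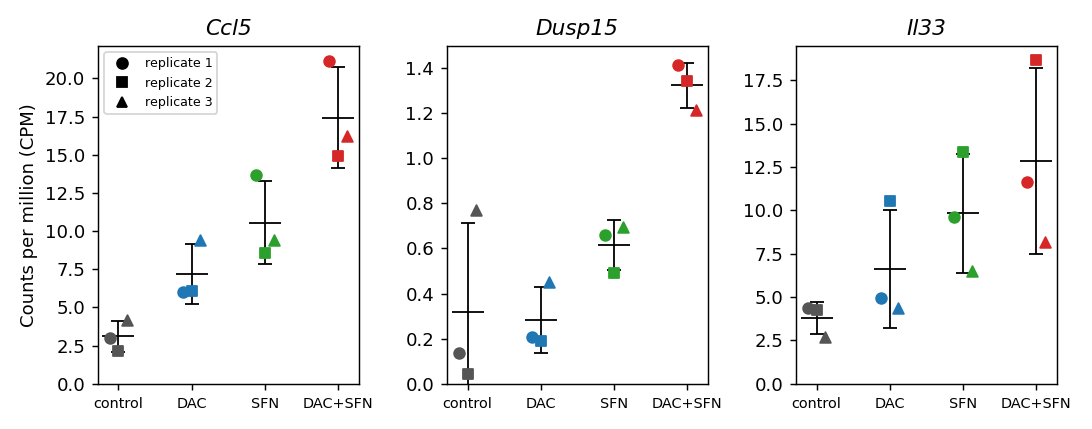
CPM of Ccl5, Dusp15 and Il33 in each sample, by condition, with 1 symbol shape per replicate number; horizontal lines are means and bars are SD of 3 replicates. In each gene, the highest value of the 12 samples is in a combination sample, and control replicate 3 of Dusp15 lies above the SFN samples.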

CCL5 increased 2 ± 0.1 (*p* < 2.4 × 10^−6^) and 3 ± 0.2 (*p* < 1.5 × 10^−5^) times with single treatment of DAC and SFN, respectively, and increased 5 ± 0.2 (*p* < 1.3 × 10^−7^, Student’s *t*-test) with combination treatment compared to control. DUSP15 increased 1.7 ± 0.2 (*p* < 6.2 × 10^−3^) and 1.9 ± 0.1 (*p* < 8.7 × 10^−6^) times with single treatment of DAC and SFN, respectively, and increased 3.6 ± 0.3 (*p* < 1.7 × 10^−5^, Student’s *t*-test) with combination treatment compared to control. IL33 increased 1.6± 0.3 (*p* < 4.2 × 10^−2^) and 2.2 ± 0.2 (*p* < 2.0 × 10^−4^) times with single treatment of DAC and SFN, respectively, and increased 3.0 ± 0.3 (*p* < 2.1 × 10^−4^, Student’s *t*-test) with combination treatment compared to control. 

The level of secreted cytokines CCL5 and IL33, as well as other 111 cytokines, were measured in the supernatant using a mouse XL cytokines array (Figure 4E). Out of the 111 mouse cytokines probes on the membrane, CCL5 was detected with greater than two times increased signal in combination treatment compared to the control group. IL33 was not present at detectable levels. Other cytokines, such as CXCL10 (Gene ID 15945), angiopoietin-2 (Gene ID 11601), CD105 (Gene ID 13805), VEGF (Gene ID 22339), and CCN4 (Gene ID 22402), were detected with an increased level of expression in combination treatment than control.

Specific CCL5 ELISA further confirmed the increase in CCL 5 in DAC/SFN combination treatment, as indicated in Figure 4F. The level of CCL5 in control is about 55 +/− 22.3 pg/mL and is increased to 348 +/− 92.2 pg/mL in SFN/DAC combination treatment from two independent biological runs. 

### 3.7. Analysis of Histone Epigenetic Post-Translational Modifications (PTMs) 

Post-translational modifications were identified and subsequently quantified on histones H3 and H4. EPZ treatment is known to decrease H3K27me3, and was consequently used as a positive control. We treated cells with EPZ6438 for 48 hrs along with SFN and DAC combination treatments as described in the methods section. Histone PTMs were analyzed using lysine derivatization and a bottom-up proteomic workflow. Aside from positive control, no significant differences in histone PTMs were detected (Supplementary Figure S1). 

## 4. Discussion

For the current study, we explored the possibility of controlling melanoma cell growth by combining the antioxidant SFN and the epigenetic drug DAC. The rationale behind this work was to control the level of ROS while altering the epigenetic status with a relatively low dose of each drug. The aim is to lay the first step for our long term goal in using a dietary dose of an antioxidant to help epigenetic drugs in controlling melanoma. Therefore, we aimed to use a low dose of each drug to allow the future application of a dietary dose of SFN and a low dose of DAC to reduce side effects. We chose 5 µM of SFN and 25 nM of DAC, which are equal to or lower than half of the respective IC50 from our test (Figure 1A). These doses of the drugs induce significant growth inhibition with combination treatment compared to control and either single treatment (Figure 1B). We did not find apoptosis or cell cycle arrest in any treatments (Figure 1C–F). This finding is different from other studies using a higher dose of each drug (6–25 µM of SFN [70,71] and 200 nM–0.5 µM of DAC [72,73]). These higher-dose studies all demonstrate apoptosis and cell arrest effects. At the low doses used in this study, the two drugs induced different mechanisms as compared to studies using relatively high doses of SFN or DAC. Our findings suggest that the growth inhibition may be involved in mechanisms other than apoptosis and cell cycle arrest. A combination treatment of low-dose SFN and DAC reduced the cell growth without initiating cell cycle arrest or apoptosis. These data indicate that attenuating ROS with the antioxidant SFN may enhance the utility of the epigenetic drug DAC in controlling cell growth, with less impact on the host. 

We investigated the impact of this drug combination at the transcriptional level by RNAseq (Figure 2 and Figure 3). There was a significant increase in the total number of genes with greater than 2-fold (*p* < 0.05) expression change in cells that received the combination treatment as compared to those that received either single treatment and as compared to control (Figure 4A). The absolute number of genes altered by 25 nM of DAC is very low at 19, and those altered by SFN alone is higher at 126. This may be attributed to the low dose treatment with limited impact. Interestingly, the number of altered genes increased to 261 when SFN and DAC combination treatment was applied. 

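Across the tested genes, which are not independent replicates, the log2 fold changes of SFN and of the combination treatment compared to control had a Pearson correlation of 0.865 and a Spearman correlation of 0.798, and these comparisons share the control samples. The heatmaps of Figures 2A and 3A name 81 genes together, of which 37 are in both, 16 only in Figure 2A and 28 only in Figure 3A. Of the 37 shared genes, 34 had the larger fold change with the combination treatment. All 28 genes found only in Figure 3A moved in the same direction with SFN alone, and 21 of them had an adjusted p-value under 0.05 there. All 16 genes found only in Figure 2A had an adjusted p-value under 0.05 with the combination treatment. Of these 16, 10 had the larger fold change with the combination treatment. When the combination treatment was compared with SFN directly, 3 of the 81 genes had an adjusted p-value under 0.05.

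**Figure D3:**
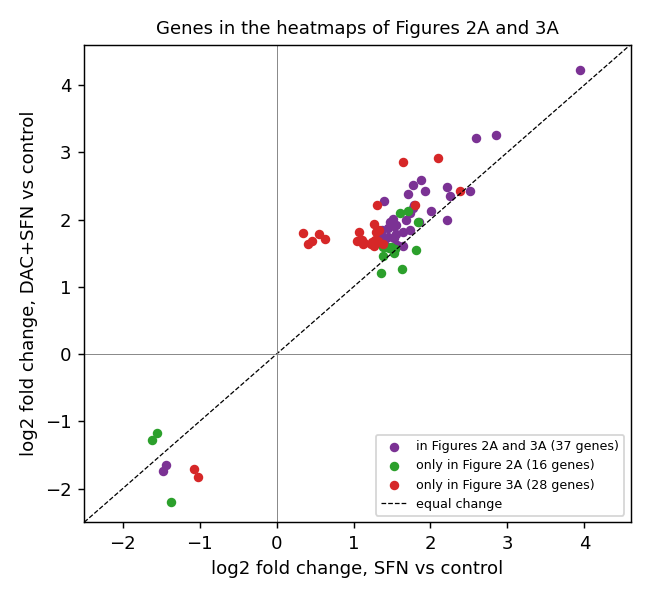
Log2 fold change with SFN (horizontal) and with the combination treatment (vertical), each compared to control, for the genes named in Figures 2A and 3A; each point is 1 gene and the dashed line marks equal changes. All 81 genes lie in the quadrants of equal sign.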

The top differentially-expressed genes and canonical pathways showed different distributions between single SFN and combination SFN and DAC treatment (Figure 2 and Figure 3). VDR/RXR activation and aryl hydrocarbon receptor signaling (AhR receptor) are two top-listed pathways from combination treatments. Both pathways are known to be associated with UV exposure [5,15,74,75,76]. We validated select genes involved in more than one canonical pathway or listed as top differentially-expressed genes (Figure 4C). The transcription level of the three genes (CCL5, IL33, and DUSP15) were significantly higher in the combination treatment than either of the single treatments (Figure 4D). Two (CCL5 and IL33) of the three genes are secreted proteins. We further validated secreted proteins with cytokine arrays and ELISA on CCL5 (Figure 4E,F). CCL5 was validated to have increased levels, both in transcription level and detected extracellularly after combination treatment as compared to control. CCL5 is also known as RANTES (regulated on activation, normal T cell expressed and secreted). It is one of the cytokines which functions as a chemoattractant for natural killer (NK) cells [77], which do not efficiently infiltrate solid tumors such as melanoma [78]. CCL5 is the main factor in inhibiting melanoma growth by bringing NK cells to the tumor site, while autophagy is suppressed [79]. Activated NK cells could stimulate the immune checkpoint programmed cell death protein 1 (PD-1) [80] and cytotoxic T lymphocytes (CTL)-associated antigen 4 (CTLA4) [81] to deliver immunoregulatory effects. Increased expression of CCL5 involves the phosphorylation of the MAPK8/JNK-JUN/c-Jun signaling pathway, which is initiated by decreased expression of protein phosphatase 2 A (PP2A), while autophagy is suppressed [82,83]. Clinically, a high level of CCL5 is positively associated with the NK cell marker NKp46 as well as with melanoma patients’ survival [79,84]. 

We also investigated whether low dose treatments of SFN and DAC have an impact on histone PTMs. There was no differential PTMs detected when control and combination of SNF and DAC treated cells were analyzed (Supplementary Figure S1). This suggests that under the conditions of our treatments, the differential gene expression and cell inhibition may not be associated with histone epigenetic reprogramming, but rather the direct effects of SFN and DAC.

In summary, our data suggest that attenuating ROS through the use of the antioxidant SFN can help the epigenetic drug DAC control cell growth. This control is not via direct cell killing with apoptosis, cell cycle arrest or histone modifications, but, more directly, by changing gene transcription and cytokine production, which may increase the immune defense system by recruiting natural killer cells. 

## 5. Conclusions

Melanoma patients not only have high oxidative stress [23], but also have a high frequency of recurrence of the disease [85,86]. It is apparent that melanoma patients are susceptible to daily UV- and environmental exposure-induced ROS [5]. Managing the level of ROS via natural antioxidants has demonstrated beneficial effects in controlling melanoma [5], but does not eliminate the tumor. Our study aimed to attenuate ROS by a low dose of the antioxidant SFN and allow the epigenetic drug DAC to control melanoma at a lower dose. The current study clearly demonstrates that SFN could have combinational effects with the commonly used, FDA-approved demethylation agent DAC in significantly inhibiting melanoma cell growth. The next goal is to apply our findings to animal studies. The long term goal is for the clinical application of controlling melanoma with a dietary dose of SFN and target drugs (e.g., epigenetic and immunotherapeutic drugs) at lower doses that may have fewer side effects for patients. 

## Figures and Tables

**Figure 1:**
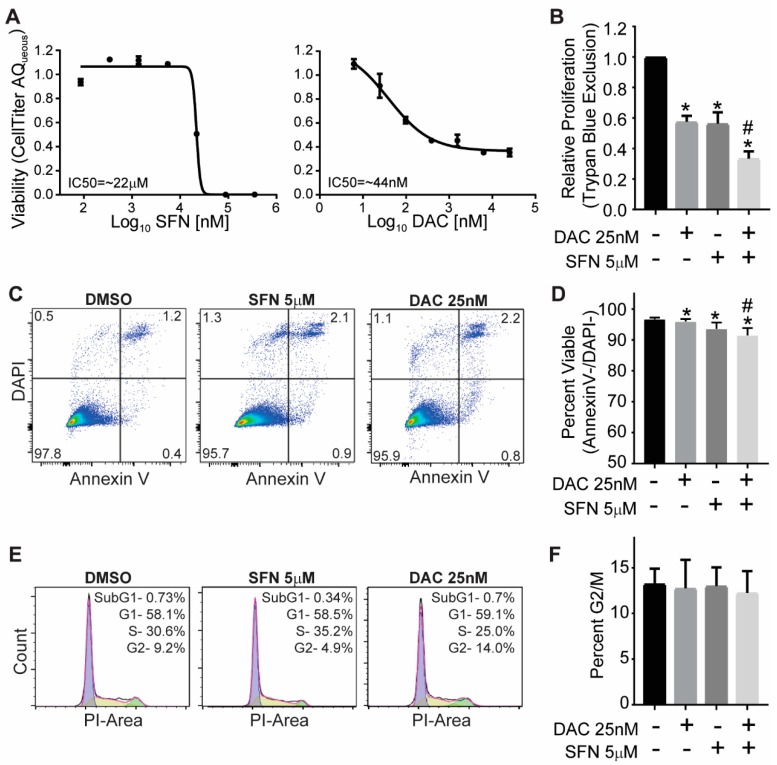
Impact of SFN and DAC single and combination treatment on the growth of B16 melanoma. (**A**) The IC50 of SFN and DAC single treatment is approximately 22 µM and 44 nM, respectively. Cell viability was determined using the CellTiter 96 AQ_ueous_ One Solution Cell Proliferation kit. The data were analyzed by nonlinear regression to determine the IC50. (**B**) Growth inhibition induced from single and combination treatment of SFN and DAC. Viable cells were measured by trypan blue staining and analyzed by Student’s *t*-test. (**C**) Representative apoptosis analysis (AnnexinV/DAPI) by flow cytometry from control, SFN, and DAC single treatment. (**D**) The percentage of viable cells with DAC and SFN single and combination treatments were compared to control. (**E**) Representative cell cycle analysis from control and SFN and DAC single treatment. Data were analyzed with Flow Jo /Dean-Jett Fox (DJF) model. (**F**) The percent G2/M phase in DAC and SFN single and combination treatments were compared to control with Student’s *t*-test. * Significantly different from control, # Single treatment is significantly different from combinational treatment (Student’s *t*-test).

**Figure 2:**
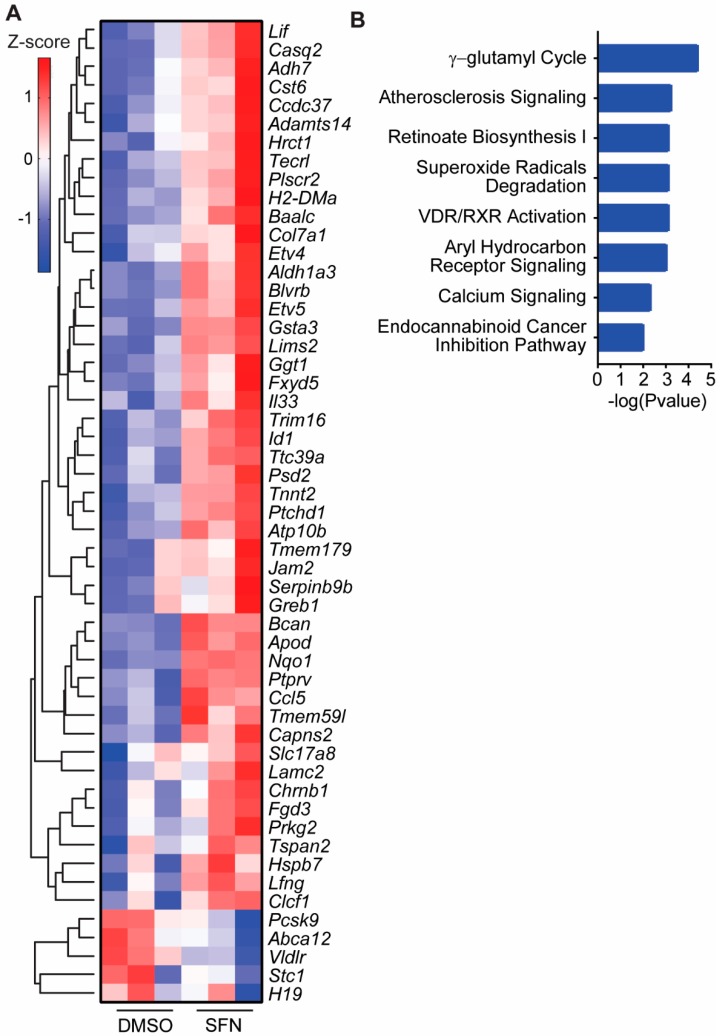
Differential gene expression induced by SFN single treatment and the related biological pathways. (**A**) Differentially expressed genes from SFN single treatment compared to control. Genes with greater than 2.5 fold changes (*p* < 0.001) were analyzed with unsupervised clustering (Z score shown in the color key). (**B**) Top canonical pathways from SFN single treatment. Genes greater than two-fold change relative to control were analyzed with Ingenuity Pathway Analysis (IPA) for their biological significance. The top eight pathways are shown here.

**Figure 3:**
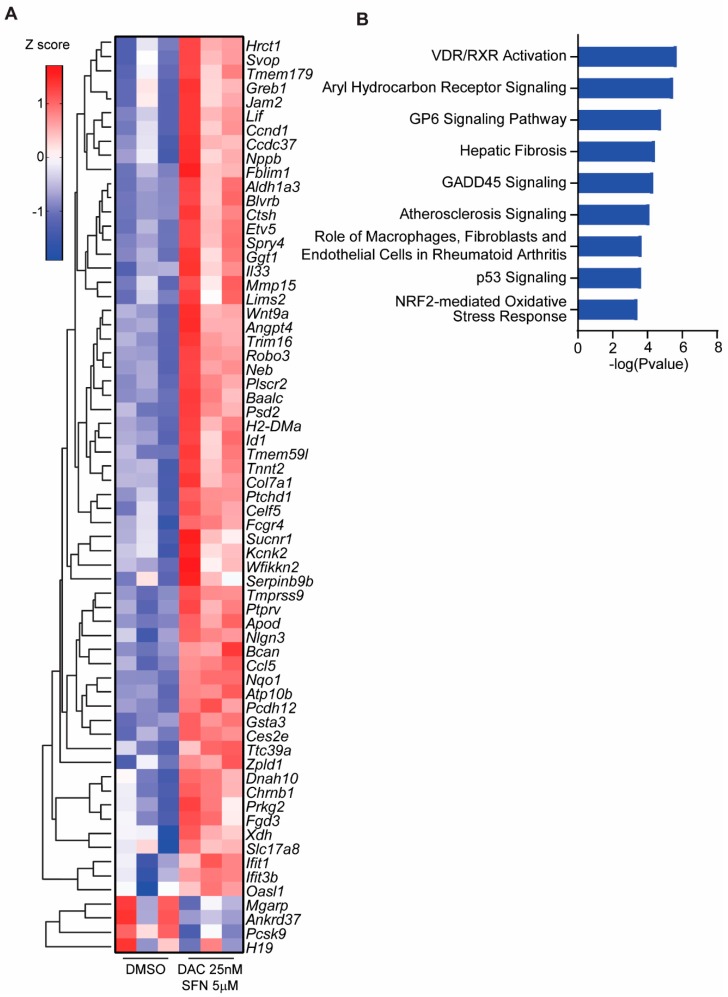
Differential gene expression induced by SFN and DAC combination treatment and the involved biological pathways. (**A**) Differentially expressed genes from the combination treatment of SFN and DAC compared to control treatments. Genes with greater than 3-fold change (*p* < 0.001) were analyzed with unsupervised clustering (Z score shown in the color key). (**B**) Top canonical pathways from the combination treatment of SFN and DAC. Genes greater than 2-fold change than the control with the combination treatment of SFN and DAC were analyzed with IPA for their biological significance. The top nine pathways are shown here.

**Figure 4:**
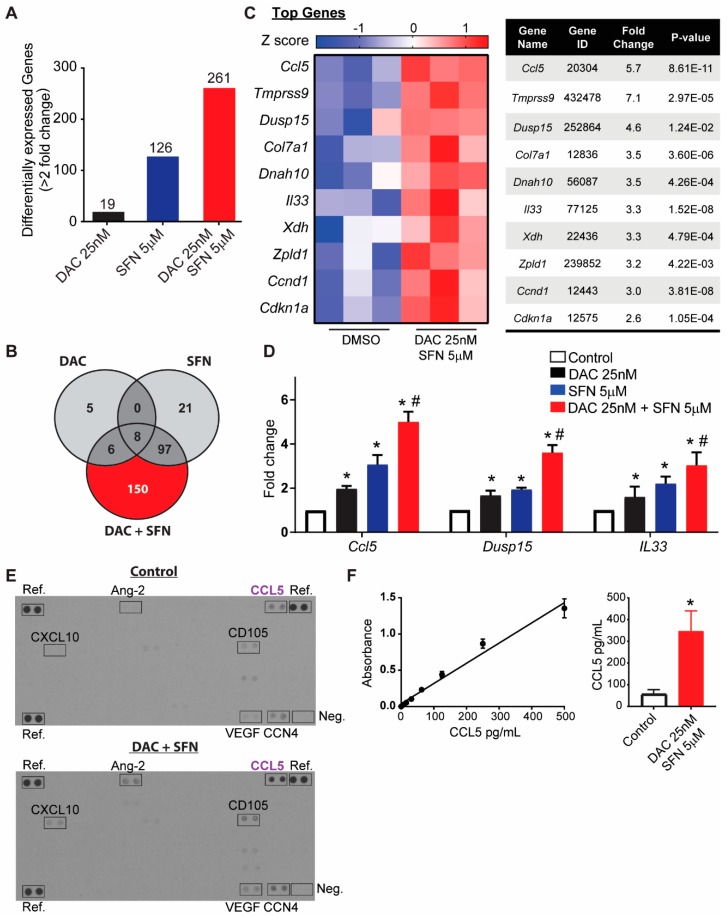
Validation of combination effects from SFN and DAC. (**A**) The number of differentially expressed genes induced by different treatments. (**B**) The number of unique genes responding to single and combination treatment. All genes were selected from greater than 2-fold change compared to control with *p* < 0.05. (**C**) A heatmap and list of top selected genes from SFN and DAC combination treatments (Z score shows in the color key). (**D**) Relative gene expression validation by rtPCR of Ccl5, Dusp15, and IL33 between treatments. * Significantly different from control, *p* < 0.05, # Single treatment is significantly different from combinational treatment, *p* < 0.05 (Student’s *t*-test). (**E**) Expression of cytokines detected by cytokine array. Ref indicates reference spots. Neg: negative control. Arrays were performed in duplicate. (**F**) Specific CCL5 ELISA further confirmed the increase in CCL 5 in DAC/SFN combination treatment. The left side indicated the standard curve of CCL5, ranged from 7.8 pg/mL to 500 pg/mL. The right side indicates the concentration of CCL5 in the supernatant is increased from 55pg/mL in control to 348 pg/mL in DAC/SFN combination treated group. All data were from two independent biological runs.

**Table 1:** Primers.

Ccl5-Forward	ACCATATGGCTCGGACACCA
Ccl5-Reverse	TCTCTGGGTTGGCACACACTT
IL33-Forward	GGGGCTCACTGCAGGAAAGT
IL33-Reverse	ATTTTGCAAGGCGGGACCAG
Dusp15-Forward	TATCCACGAATCACCCCA
Dusp15-Reverse	AAGCAGTGCACAAGGCA
UBC-forward	GCCCAGTGTTACCACCAAGAGCC
UBC-Reverse	CCCATCACACCCAAGAACAGTT

Ccl5: (C-C motif) ligand 5 (Gene ID:20304); IL33: interleukin 33 (Gene ID:77125); Dusp15: dual specificity phosphatase-like 15 (Gene ID:252864); UBC: Ubiquitin C (Gene ID: 22190).

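The primers were compared with the transcripts of GENCODE release M21 on mm10, requiring exact matches of the forward primer and of the reverse complement of the reverse primer. The Ccl5 primers matched 1 of 2 annotated Ccl5 transcripts, on chromosome 11, and give a product of 161 bp. The forward primer crosses the junction of exons 1 and 2 and the reverse primer lies in exon 3, from 83526021 to 83526041. The Il33 primers matched 1 of 5 Il33 transcripts on chromosome 19, with the forward primer in the 5′ UTR in exon 1, from 29945801 to 29945820, the reverse primer in exon 2, from 29949743 to 29949762, and a product of 161 bp. The Dusp15 primers matched 1 of 4 Dusp15 transcripts on chromosome 2, from exon 3 to the junction of exons 5 and 6, with a product of 159 bp. No transcript of another gene held both primers of any of these 3 pairs.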

**Table 2:** List of mouse histones used for analysis.

Mouse Histones					
H10	H1FOO	H2A2B	H2AX	H2B1H	H2B3B
H11	H1T	H2A2C	H2AY	H2B1K	H31
H12	H2A1	H2A3	H2AZ	H2B1M	H32
H13	H2A1F	H2AB1	H2B1A	H2B1P	H33
H14	H2A1H	H2AJ	H2B1B	H2B2B	H3C
H15	H2A1K	H2AV	H2B1C	H2B2E	H4
H1FNT	H2A2A	H2AW	H2B1F	H2B3A	

## Supplementary Materials

The following are available online at https://www.mdpi.com/2305-6320/6/3/71/s1, Figure S1: Histone post-translational modifications on Histone H3 (A) and H4 (B) were detected upon EPZ6438 treatment as well as SFN and DAC combination treatment. As anticipated for the positive control, H3K27me3 was significantly lower following EPZ treatment.

# Supplementary material for: Effect of Sulforaphane and 5-Aza-2’-Deoxycytidine on Melanoma Cell Growth
**Source:** Medicines (Basel). 2019 Jun 27;6(3):71. doi: 10.3390/medicines6030071
**Supplement:** Supplementary file 1

# Supplementary Materials: Effect of Sulforaphane and 5-Aza-2'-Deoxycytidine on Melanoma Cell Growth

Tung-chin Chiang, Brian Koss, L. Joseph Su, Charity L. Washam, Stephanie D. Byrum, Aaron Storey and Alan J. Tackett

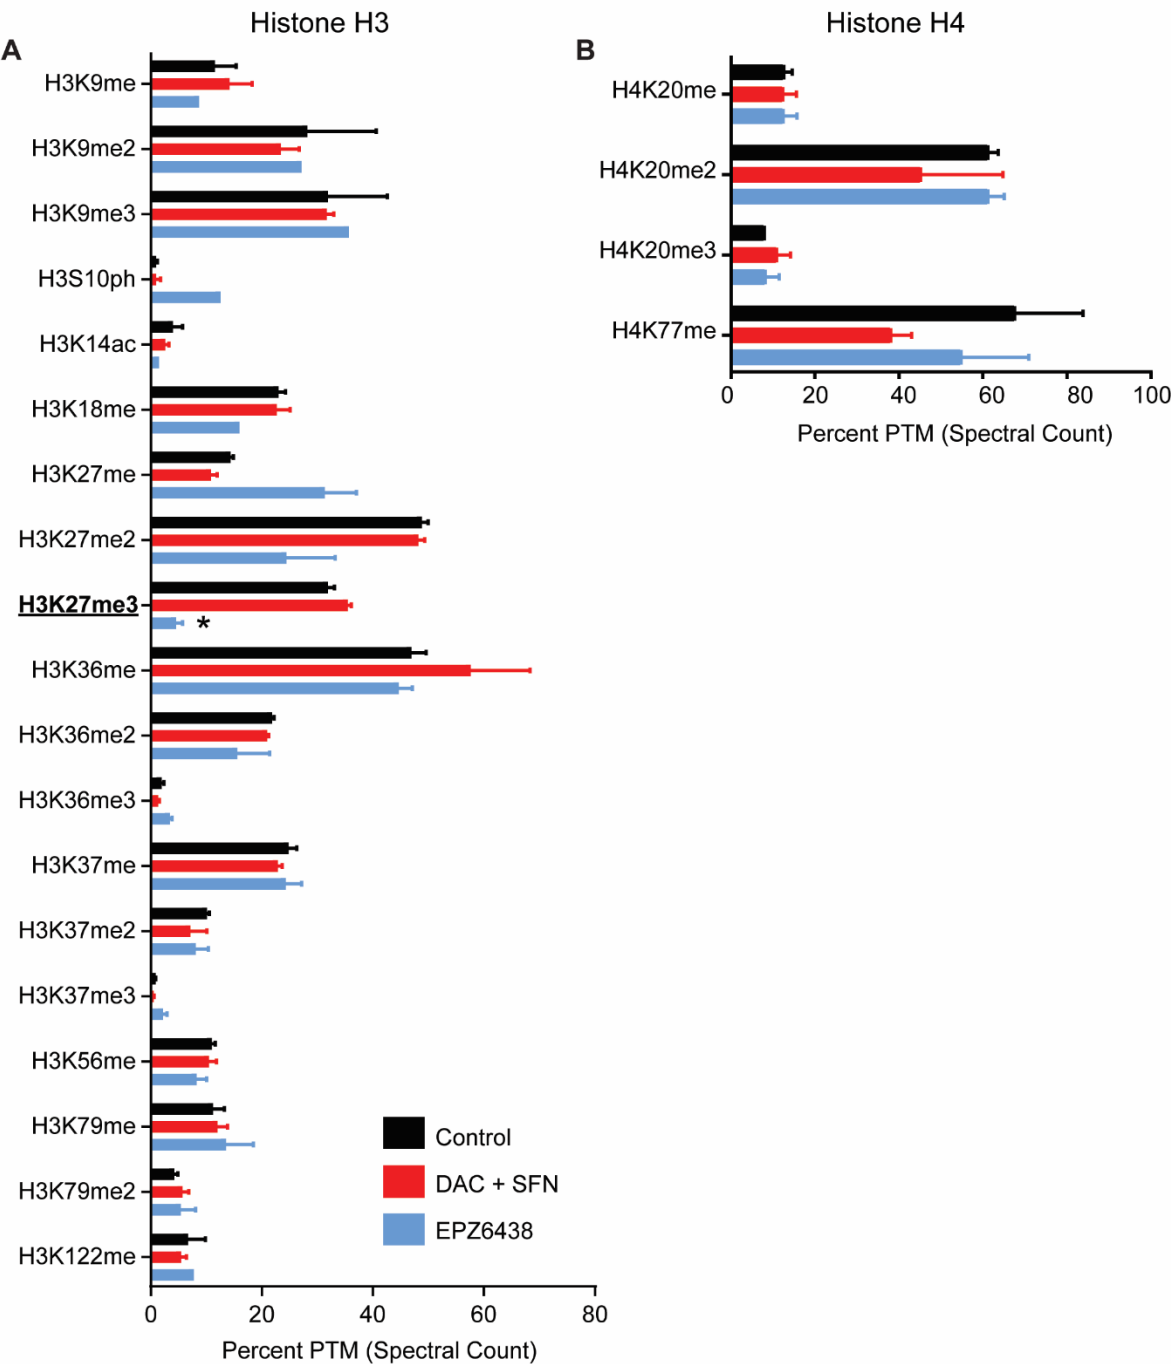

**Figure S1.** Histone post-translational modifications on Histone H3 (A) and H4 (B), were detected upon EPZ6438 treatment as well as SFN and DAC combination treatment. As anticipated for the positive control, H3K27me3 was significantly lower following EPZ treatment.

How the deposited data were processed for this re-analysis (not part of the article)

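RNA sequencing of B16F10 cells was used, with 3 replicates in each of 4 groups: vehicle control, DAC (25 nM for 72 h), SFN (5 µM for 48 h) and DAC+SFN. The doses and times are those of the paper. The labels of the SFN samples give 0.005 µM in the place of 5 µM while those of the DAC+SFN samples give 5 µM, so by the labels the SFN dose differs in the comparison of these groups and in the interaction. The labels of the controls give 0.025% DMSO where the paper gives 0.00025%. The condition and the replicate number of each sample were taken from its labels. The library numbers in the labels run from 1 to 4 for replicate 1, from 5 to 8 for replicate 2 and from 11 to 14 for replicate 3, so a library batch that followed these numbers cannot be told apart from the replicate number.

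The authors deposited read counts per gene. They trimmed the reads with Trimmomatic, aligned them to mm10 with TopHat and counted them with htseq in Blast2GO, and kept only reads aligned to a single place on known genes. The count files hold whole numbers per gene symbol, genes with no count included, and no normalization or filter had been applied to them. The paper's text does not name the gene annotation used for counting. In the files, 397 Entrez identifiers are given to more than 1 symbol, so genes were followed by symbol. Gene positions and transcripts were taken from GENCODE release M21 on mm10, and 24054 of the symbols (98.5%) had a transcript there, through older symbols where needed.

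The total counts per sample in replicates 1, 2 and 3 were 21703605, 23654567 and 19310971 in control, 23890197, 15880957 and 26056092 with DAC, 21401505, 27291436 and 24250666 with SFN, and 22195004, 21273961 and 20750610 with DAC+SFN. The 10 genes with the most counts held between 6.03% and 7.00% of each total. At these totals, the filter of 1 CPM stands for 16 to 27 counts, and genes with a few counts per library have wide errors. No 2 replicates were copies of each other, since counts of replicates differed by a chi-square of 13.6 to 37.5 per gene, where sampling alone gives about 1.

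The comparisons followed the methods of the paper as far as these state them. Genes with at least 1 CPM in at least 3 of the 12 libraries were kept (11638 genes), library sizes were scaled by TMM, and genes were tested with glmQLFTest in edgeR 4.0.16 (legacy quasi-likelihood fit) in R 4.3.3. The paper's methods correct for a batch effect and its text does not say what the batch was. The replicate number was used as a block in the model, since the labels give no grouping of the samples across conditions apart from it and the library numbers that follow it. Without it, 13 genes in place of 149 changed with SFN. All 12 samples entered 1 model, and the contrasts were each treatment against control, DAC+SFN against DAC and against SFN, and the interaction of DAC and SFN. A gene was changed at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 2. For Figures 2A and 3A, the adjusted p-value had to be under 0.001 and the fold change above 2.5 and above 3. Log2 fold changes carry edgeR's prior count of 0.125, and log2 differences between replicates a prior count of 2. SE is the log2 fold change divided by the square root of the F statistic. It is approximate, and for genes with few counts it can be too small, since the prior count shrinks their fold change. The tests of edgeR were two-sided.

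Gene sets were tested with camera in limma 3.58.1, with an inter-gene correlation of 0.01 and adjustment over 66 tests. The 11 sets were written by hand, and the genes named in the figures were left out of them. The text names only genes that the paper names in its text or in Figures 2A, 3A and 4C, the 10 genes with the largest change among those changed the same way in all 3 replicates of a comparison, the 10 genes with the smallest adjusted p-values for the interaction, and the receptors and marker genes of the sets. This rule, the comparisons, the sets and the alternatives below were set before the data were examined.

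The alternatives were DESeq2's size factors and its Wald test (DESeq2 1.42.0), the version 4 fit of edgeR, no filter on low counts, at least 10 counts in every sample, no replicate block, a robust fit, only the samples of the groups compared, a prior count of 2, each sample left out in turn, the unadjusted p-value, no fold change threshold and glmTreat, and for the sets limma's fry and sets with the genes of the figures kept. The fits were tested on simulated data with the same design. Each simulated gene was drawn independently, at the spread that edgeR's trend gives for its expression level, with effects of the replicate number only. Of 200 simulated changes, 190 were recovered with 8 false calls, and a comparison without simulated change gave 0 calls among 11570 genes. For the interaction, there were 6 false calls. In simulated counts, camera called 0 of 100 random sets at an unadjusted p-value under 0.05. Since the simulated genes varied independently, this does not test camera on sets whose genes move together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

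IPA was not rerun. The RT-PCR, cytokine array, ELISA, histone, growth, apoptosis and cell cycle data of the paper were not analysed here. Some results for single genes are not reported here.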

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

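The tests of GC content and transcript length, of genes with few counts, of library size and of immune cells were chosen after the set results were seen, as was a smallest median log2 fold change of 0.25 for listing a set here. The set tests themselves and the label swaps were chosen before. The results listed are shifts of gene sets that the paper does not discuss, and 1 difference between the effects of DAC with and without SFN. Over the 11 sets and 6 comparisons, 31 of 66 tests had an adjusted p-value under 0.05 with camera and 14 with limma's fry. To see how many sets other groupings of the same samples shift, the labels of the groups compared were swapped within 1 replicate at a time, which with the real labels makes 4 splits, so that a share under 0.25 cannot be reached. In all splits, the real labels included, the p-values were adjusted over the 11 sets of 1 comparison, not over the 66 tests. As many sets shifted as with the real labels, the real labels included, in 1 of the 4 splits for DAC, 2 of the 4 for SFN, 2 of the 4 for DAC+SFN against control, 1 of the 4 for DAC+SFN against DAC, 4 of the 4 for DAC+SFN against SFN and 4 of the 4 for the interaction. With swapped labels, between 4 and 5 sets still shifted for DAC and between 6 and 8 for SFN. The swaps count shifted sets and leave 2 of 3 replicates with their real labels, so an effect of the drugs still shifts sets under them. They neither support nor rule out the shift of a single set below.

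Interferon-stimulated genes were higher with DAC than in control (31 of 32 genes higher, median log2 fold change 0.73, adjusted p = 7.56e-34), with DAC+SFN than in control (27 of 32 genes higher, median log2 fold change 0.47, adjusted p = 0.000464) and with DAC+SFN than with SFN (32 of 32 genes higher, median log2 fold change 0.78, adjusted p = 3.34e-30). Without the replicate block, the median with DAC was 0.76 (adjusted p = 1.21e-11). When 1 sample was left out, the median ran 0.42 to 0.87 with DAC and 0.39 to 0.93 for DAC+SFN against SFN. For DAC+SFN against control it ran 0.38 to 0.57. With fry in place of camera, the adjusted p-values of these 3 comparisons were 0.102, 0.181 and 0.0562. With SFN they were lower than in control (6 of 32 genes higher, median log2 fold change -0.21, adjusted p = 0.00440), but the adjusted p-value was 0.124 without the replicate block and 0.487 with fry, and without SFN replicate 3 the median became 0.016. After a trend with GC content and transcript length was removed, the p-value for DAC was 2.41e-31, and without genes under 10 CPM it was 1.06e-22. The median was higher with DAC in 6 of 6 pairs of libraries with the same replicate number, counting DAC against control and DAC+SFN against SFN together. This held in pairs where the library with DAC was larger and in pairs where it was smaller. Of 18 markers of immune cells, 2 passed the filter and 2 of these were higher with DAC, with adjusted p-values of 0.827 and 0.229. A candidate explanation is that DAC raises the interferon response of B16F10 cells, with or without SFN, but this remains a hypothesis, since the label swaps for DAC could not have given a share under 0.25.

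Sterol synthesis genes were lower with SFN than in control (0 of 21 genes higher, median log2 fold change -0.69, adjusted p = 8.81e-45) and with DAC+SFN than in control (0 of 21 genes higher, median log2 fold change -0.75, adjusted p = 7.56e-34). All 21 genes of the set were lower with SFN in each of the 3 replicates, and also when DAC+SFN was compared with DAC (median -0.63). They were also lower with DAC than in control (0 of 21 genes higher, median log2 fold change -0.15, adjusted p = 5.06e-08) and with DAC+SFN than with SFN (2 of 21 genes higher, median log2 fold change -0.069, adjusted p = 0.0129). With fry, the adjusted p-values of these last 2 comparisons were 0.294 and 0.517, and for DAC+SFN against SFN the adjusted p-value was 0.193 without the replicate block and 0.05 or more in 3 of the 6 fits that left out 1 sample. The p-value for SFN was 1.85e-29 after the trend with GC content and transcript length was removed and 5.12e-27 without genes under 10 CPM. All 21 genes of the set lay above 10 CPM, so this filter changed only the genes they were compared with. Counting SFN against control and DAC+SFN against DAC together, the median was lower in 6 of 6 pairs of libraries, larger or smaller. GC content with transcript length and library size did not account for the shift, which may include an effect of SFN on sterol synthesis genes. This remains a hypothesis, and the label swaps do not test this set alone.

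ERK pathway output genes were higher with SFN (11 of 14 genes higher, median log2 fold change 0.26, adjusted p = 0.00412) and with DAC+SFN (13 of 14 genes higher, median log2 fold change 0.30, adjusted p = 0.000540), each compared to control. Hypoxia genes were lower with DAC+SFN (4 of 23 genes higher, median log2 fold change -0.30, adjusted p = 0.00572), and in 4 of the 6 fits that left out 1 control or DAC+SFN sample the adjusted p-value was 0.05 or more. With fry, the adjusted p-value was 0.158 for the ERK genes with SFN and 0.402 for the hypoxia genes. No technical explanation other than the label swaps was tested for these sets.

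Proliferation genes were lower with DAC+SFN than in control (1 of 31 genes higher, median log2 fold change -0.31, adjusted p = 4.17e-13), and lower with DAC than in control (2 of 31 genes higher, median log2 fold change -0.15, adjusted p = 2.38e-13). For DAC against control, the p-value was 1.47e-15 after the trend with GC content and transcript length was removed and 5.13e-13 without genes under 10 CPM. The median was lower in 6 of 6 pairs of libraries, counting DAC against control and DAC+SFN against SFN together. All 31 genes of the set lay above 10 CPM, so leaving out genes under it changed only the genes they were compared with. The effects of DAC with and without SFN differed in this set by the interaction contrast (2 of 31 genes higher, median log2 fold change -0.10, adjusted p = 4.88e-06). With fry, the adjusted p-value was 0.423 for this contrast and 0.178 for DAC against control. When 1 sample was left out, the median ran -0.17 to -0.050 for the interaction and -0.21 to -0.098 for DAC against control. The p-value of the interaction was 7.43e-08 after the same trend was removed and 7.21e-07 without genes under 10 CPM. All 4 splits shifted at least as many sets for the interaction as the real labels, which shifted 1. Across 11592 genes, the log2 fold change of the interaction rose with transcript length (Spearman correlation 0.443), and by replicate number the correlation was 0.292, 0.0439 and 0.465 for replicates 1, 2 and 3. RNA quality or library preparation of single libraries could give such a trend with length, and the trend cannot be told apart from it. The shift of the proliferation genes remained after the trend was removed, so length does not fully explain it.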

How the results depend on the processing

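All alternatives were set before the data were examined. DESeq2's size factors and a prior count of 2 left the counts of genes in this part within 1.5 times their values, except for the genes changed in DAC and DAC+SFN but not SFN (2 with the size factors, against 1). The robust fit did so except for DAC+SFN against SFN (8 genes, against 13). The cause of the changes listed here was not tested.

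DESeq2's Wald test gave 11 changed genes for DAC and 6 in all 3 comparisons with control, against 4 and 3, and the version 4 fit of edgeR gave 9 for DAC. With no filter on low counts there were 24 for DAC, 23 for DAC+SFN against SFN and 11 in all 3 comparisons. At least 10 counts in every sample left 70 for DAC+SFN against DAC, against 108. With only the samples of the groups compared there were 19 for DAC, 26 for DAC+SFN against SFN and 8 in all 3 comparisons.

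Without the replicate block, 0 genes changed with DAC, 13 with SFN, 169 with DAC+SFN, 9 for DAC+SFN against DAC, 0 for DAC+SFN against SFN and 0 in all 3 comparisons. With the block, 1170 genes had an unadjusted p-value under 0.05 for DAC and 2072 for DAC+SFN against SFN. Without it, 12 genes changed in SFN and DAC+SFN but not DAC (against 132), 1 passed the thresholds of Figure 2A (against 38) and 3 those of Figure 3A (against 71). The genes changed only with DAC+SFN were 157 (against 174).

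With unadjusted p-values there were 45 genes for DAC, 33 for DAC+SFN against SFN, 18 for the interaction (against 0), 23 in all 3 comparisons and 63 for Figure 2A. Without the fold change threshold there were 21 for DAC, 1619 for SFN, 3683 for DAC+SFN, 1879 for DAC+SFN against DAC, 187 for DAC+SFN against SFN, 2271 only with DAC+SFN, 19 in all 3 comparisons, 1391 in SFN and DAC+SFN but not DAC, 242 for Figure 2A and 856 for Figure 3A. With glmTreat, in the same order, there were 0, 7, 40, 6, 0, 34, 0, 6, 1 and 2. The interaction stayed at 0 changed genes under every alternative except the unadjusted p-value, and 683 genes had an unadjusted p-value under 0.05 for it.

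Across the fits that each left out 1 sample, the count ran from 0 to 6 for DAC, from 104 to 177 for SFN, from 244 to 399 for DAC+SFN, from 61 to 165 for DAC+SFN against DAC, from 0 to 26 for DAC+SFN against SFN, from 0 to 7 in all 3 comparisons, from 15 to 43 for Figure 2A and from 38 to 94 for Figure 3A.

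Of the gene set tests, 14 were shifted with fry, against 31 with camera and 29 without the replicate block. Some results reversed their direction. The log2 fold change of Dusp15 with DAC became 0.030 with DESeq2's Wald test and ran -0.50 to 1.58 over the fits that left out 1 sample. These ranges were -0.46 to 1.62 for its interaction, -0.27 to 0.14 for Nqo1 with DAC, -0.052 to 0.090 for Ahr with SFN, -0.042 to 0.21 for Ahr with DAC+SFN and -0.098 to 0.60 for Cyp1a1 with DAC+SFN. With no filter on low counts, the median of the AhR targets became 0.0053 with SFN and 0.021 with DAC+SFN, that of the NRF2 targets with DAC -0.0011 and that of the germline genes with DAC -1.51. With the genes of the figures kept, the AhR targets had a median of 0.018 with DAC+SFN. When 1 sample was left out, the medians ran -0.090 to 0.0026 for AhR targets with DAC+SFN, -0.0032 to 0.27 for VDR/RXR targets with DAC+SFN, -0.048 to 0.064 for NRF2 targets with DAC, -0.19 to 0.073 for germline genes with DAC, -0.39 to 0.016 for interferon-stimulated genes with SFN, -0.32 to 0.050 for the same genes in DAC+SFN against DAC and -0.14 to 0.32 for their interaction.

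For the named genes, 1057 other values kept their direction and their side of the threshold, 91 fell short of it and 28 newly passed it. For the gene sets these numbers were 319, 25 and 15. The depth limits Aldh3a1 (1 to 2 counts per control library), Dusp15 (1 to 15) and Tmprss9 (4 to 5), whose fold changes carry wide errors.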

Differences from the paper's values

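The paper reports 19 genes changed by DAC single treatment, and 4 were found in the counts with all 12 samples in 1 model. Of the alternatives set before the data were examined, those that came within 1.5 times the paper's value were only the samples of the groups compared (19 genes), no filter on low counts (24) and no fold change threshold (21). The others did not, and ranged from 0 genes to 45 genes with the unadjusted p-value, which 1170 genes pass at 0.05 before the fold change threshold.

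The overlaps of Figure 4B differed where they involve DAC. The paper's overlap diagram gives about 5 genes in Fig. 4B, read by eye, for DAC only, against 0 here. No filter on low counts (4 genes) and only the samples of the groups compared (5) closed this gap, and no other alternative did. For DAC and DAC+SFN but not SFN, the paper's value is about 6 genes in Fig. 4B, read by eye, against 1 here, and the gap closed with no filter on low counts (9), with only the samples of the groups compared (6) and without DAC+SFN replicate 3 (4), and with no other alternative. For all 3 comparisons with control, the paper's value is about 8 genes in Fig. 4B, read by eye, against 3 here. The gap closed with DESeq2's Wald test (6), no filter on low counts (11), only the samples of the groups compared (8) and without DAC+SFN replicate 3 (7), and with no other alternative.

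The counts for SFN (149, the paper's 126), for DAC+SFN (310, the paper's 261) and for genes changed only with DAC+SFN (174, the paper's 150) were within 1.5 times of each other. With only the samples of the groups compared they were 131, 275 and 155.

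The paper states that Ccl5, Dusp15 and Il33 differed between single treatment and control and between combination and single treatment. In the counts, Ccl5, Dusp15 and Il33 had adjusted p-values of 0.0533, 0.175 and 0.208 for DAC+SFN against SFN. Of the alternatives set before the data were examined, a fit to just the samples of the groups compared brought all 3 under 0.05 (8.87e-05, 0.0282 and 0.0306). For Ccl5, so did DESeq2's size factors (0.0494), DESeq2's Wald test (0.00967), the version 4 fit of edgeR (0.0415), no filter on low counts (0.00196) and leaving out DAC+SFN replicate 3 (0.0126). The unadjusted p-values of this comparison were 0.000975, 0.0178 and 0.0259. Compared to control, the adjusted p-value was 0.990 with DAC and 0.237 with SFN for Dusp15, and 0.117 with DAC for Il33. For Dusp15, only leaving out control replicate 3 brought SFN under 0.05 (0.0176), and no alternative brought DAC under it, while at least 10 counts in every sample and only the samples of the groups compared gave no value for Dusp15 against control with a single drug. For Il33 with DAC, DESeq2's Wald test (0.0256), no filter on low counts (0.00799) and only the samples of the groups compared (0.0208) did, and its unadjusted p-value was 0.000772. The other comparisons of these genes in question were under 0.05.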

Other observations

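The tests of GC content, transcript length, few counts, library size, library batch and shared libraries in this part were chosen after the results were seen, and the label swaps, the set tests and the simulation before.

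With labels swapped within 1 replicate at a time, 0 genes had an adjusted p-value under 0.05 in any of the 3 swaps of any comparison, and between 95 and 2010 had an unadjusted p-value under 0.05. With the real labels, 21 genes for DAC and 0 for the interaction had an adjusted p-value under 0.05, and 1170 and 683 an unadjusted p-value under 0.05. The real labels alone gave the most changed genes, 1 of 4 splits, for DAC, SFN, DAC+SFN against control, DAC+SFN against DAC and DAC+SFN against SFN. The same held, with 1 of 4 splits, for the genes changed only with DAC+SFN, for those changed in all 3 comparisons, for those in SFN and DAC+SFN but not DAC, and for the genes past the thresholds of Figures 2A and 3A. For the interaction, 4 of 4 splits gave as many genes, since all gave 0. With 4 splits the share cannot be under 0.25, so these swaps cannot rule out another grouping. Each swap sets 1 replicate against the other 2, so some of the treatment effect enters the residual spread and lowers the counts.

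The difference between replicate numbers was larger in gene count than the difference between conditions, 3951 against 2934 genes. Of 100 matchings of replicate numbers across the groups, drawn from 216, 1 gave as many genes, the real one included, and the highest of the others gave 2537. The replicate numbers therefore carry information on which samples belong together. The 3951 genes could reflect the culture, the day or the library batch, and these cannot be told apart, because the library numbers follow the replicate numbers. Without the replicate block, 169 genes changed with DAC+SFN.

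The absence of genes with an interaction was set against the power of the design. On simulated data, 89.5% of simulated interactions were recovered, and 76% at a fold change of 1.5, the smallest simulated, where the samples gave 0 genes and 683 with an unadjusted p-value under 0.05. The simulated genes were drawn independently, without a spread of their own and without effects shared by the genes of 1 library. Power in the samples may therefore be lower, and the simulation does not settle whether a lack of power hid interactions. In the samples, 18 genes had a fold change above 2 and an unadjusted p-value under 0.05 for the interaction. After adjustment, 0 of them passed. Smaller numbers of interactions, and interactions under a fold change of 1.5, were not simulated, so for these too a lack of power stays open.

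The change with DAC on top of SFN was compared with the change with DAC alone. All 21 genes with an adjusted p-value under 0.05 for DAC alone moved the same way on top of SFN. Noise shared through common libraries could give such a relation, but the comparisons share no library. In the 6 pairs of comparisons with different replicate numbers, the correlation across genes was at least 0.229 and at most 0.321. With the same replicate number, it was 0.282, 0.301 and 0.168 for replicates 1, 2 and 3. For SFN, 148 of 149 changed genes moved the same way on top of DAC. That a single drug changes much the same genes with and without the other remains a hypothesis.

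p53 targets were higher with DAC (19 of 20 genes higher, median log2 fold change 0.36, adjusted p = 1.54e-22), with SFN and with DAC+SFN (19 of 20 genes higher, median log2 fold change 0.86, adjusted p = 1.61e-22), each compared to control. For SFN against control, the p-value was 5.22e-11 after the trend with GC content and transcript length was removed and 1.97e-11 without genes under 10 CPM. The median was higher in 6 of 6 pairs of libraries, counting SFN against control and DAC+SFN against DAC together. The p53 transcript itself, Trp53, had a log2 fold change of 0.089 (SE 0.068, adjusted p = 0.340) with DAC+SFN. A p53 response to each drug may explain this, which remains a hypothesis, and the label swaps do not test this set alone.

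The sets were written with an expectation for 1 comparison each, before the data were examined. NRF2 targets with SFN (adjusted p = 4.01e-18), p53 targets with DAC (adjusted p = 1.54e-22), interferon-stimulated genes with DAC+SFN against SFN (adjusted p = 3.34e-30), and, compared to control, proliferation genes (adjusted p = 4.17e-13) and hypoxia genes (adjusted p = 0.00572) with DAC+SFN, and sterol synthesis genes (adjusted p = 8.81e-45) and ERK pathway output genes (adjusted p = 0.00412) with SFN, were shifted. AhR targets with DAC+SFN (adjusted p = 0.975), VDR/RXR targets with DAC+SFN (adjusted p = 0.481), germline and cancer-testis genes with DAC (adjusted p = 0.735, 4 genes tested, median 0.012) and melanocyte genes with DAC+SFN (adjusted p = 0.124, median -0.11) were not. The sets leave out the genes of the figures, which were chosen in the paper for their change, and with these kept the adjusted p-value was 0.156 for AhR targets and 0.0545 for VDR/RXR targets. NRF2 targets with DAC had a median of 0.0031 (adjusted p = 0.579). The transcript of NRF2 itself, Nfe2l2, had a log2 fold change of -0.22 (SE 0.069, adjusted p = 0.0260) with DAC+SFN.

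The transcripts of proteins that the paper measured in the supernatant were read in the cells treated with DAC+SFN, compared to control. Cxcl10 had a log2 fold change of 1.01 (SE 0.13, adjusted p = 5.52e-05), Angpt2 a log2 fold change of 0.85 (SE 0.095, adjusted p = 2.08e-05) and Eng a log2 fold change of 0.58 (SE 0.096, adjusted p = 0.000460). Vegfa had a log2 fold change of -0.25 (SE 0.15, adjusted p = 0.220) and Wisp1, the gene of CCN4, a log2 fold change of 0.32 (SE 0.13, adjusted p = 0.0761). Ezh2 had a log2 fold change of -0.32 (SE 0.077, adjusted p = 0.00676). With DAC alone, Dnmt1 had a log2 fold change of -0.11 (SE 0.055, adjusted p = 0.539), Uhrf1 had a log2 fold change of -0.15 (SE 0.067, adjusted p = 0.466) and Cxcl10 had a log2 fold change of 0.62 (SE 0.13, adjusted p = 0.0666).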
